# RNA-Seq analysis reveals that multiple phytohormone biosynthesis and signal transduction pathways are reprogrammed in *curled-cotyledons* mutant of soybean [*Glycine max* (L.) Merr.]

**DOI:** 10.1186/1471-2164-15-510

**Published:** 2014-06-21

**Authors:** Guixia Shi, Fang Huang, Yu Gong, Guangli Xu, Jingjing Yu, Zhenbin Hu, Qingsheng Cai, Deyue Yu

**Keywords:** Soybean, RNA-seq, Plant hormone, Curled-cotyledon, Mutant

## Abstract

**Background:**

Soybean is one of the most economically important crops in the world. The cotyledon is the nutrient storage area in seeds, and it is critical for seed quality and yield. Cotyledon mutants are important for the genetic dissection of embryo patterning and seed development. However, the molecular mechanisms underlying soybean cotyledon development are largely unexplored.

**Results:**

In this study, we characterised a soybean ***c****urled-****co****tyledon* (*cco*) mutant. Compared with wild-type (WT), anatomical analysis revealed that the *cco* cotyledons at the torpedo stage became more slender and grew outward. The entire embryos of *cco* mutant resembled the “*tail of swallow*”. In addition, *cco* seeds displayed reduced germination rate and gibberellic acid (GA_3_) level, whereas the abscisic acid (ABA) and auxin (IAA) levels were increased. RNA-seq identified 1,093 differentially expressed genes (DEGs) between WT and the *cco* mutant. The KEGG pathway analysis showed many DEGs were mapped to the hormone biosynthesis and signal transduction pathways. Consistent with assays of hormones in seeds, the results of RNA-seq indicated auxin and ABA biosynthesis and signal transduction in *cco* were more active than in WT, while an early step in GA biosynthesis was blocked, as well as conversion rate of inactive GAs to bioactive GAs in GA signaling. Furthermore, genes participated in other hormone biosynthesis and signalling pathways such as cytokinin (CK), ethylene (ET), brassinosteroid (BR), and jasmonate acid (JA) were also affected in the *cco* mutant.

**Conclusions:**

Our data suggest that multiple phytohormone biosynthesis and signal transduction pathways are reprogrammed in *cco*, and changes in these pathways may partially contribute to the *cco* mutant phenotype, suggesting the involvement of multiple hormones in the coordination of soybean cotyledon development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-510) contains supplementary material, which is available to authorized users.

## Background

Cotyledon is the main nutrient storage area in soybean seed, which contains approximately 40% protein and 20% oil at maturity [1]. Flowering plants are divided into monocots and dicots based on the number of cotyledons. In *Arabidopsis*, as a paradigm for dicot embryonic development, cotyledons are specified from two lateral domains at the apical end of the embryo proper at the heart stage, showing bilateral symmetry [2]. Several studies have reported cotyledon mutants in *Arabidopsis* [3–7], *Antirrhinum* [8], tomato [9–11], and other plants [12]. These mutants have been used to identify a number of orthologous gene hierarchies that are involved in cotyledon development [13]. The *Arabidopsis cup-shaped cotyledon* (*CUC*) genes (*CUC1*, *CUC2*, and *CUC3*), belonging to the plant-specific NAC transcription factor, *Picea glauca NAC01*, and *SHOOT MERISTEMLESS* (*STM*) are required for shoot apical meristem (SAM) formation and cotyledon separation [4, 14–16]. *STM* induces the expression of *CUC* genes, and the induction is specific and independent of other meristem regulators [17]. *STM* negatively regulates *ASYMMETRIC LEAVES1* (*AS1*), and the mutation of *AS1* in *Arabidopsis* disrupts cotyledon development [18]. *KNOTTED*-like (*KNAT6)* is expressed at the boundary between the SAM and cotyledon later than *STM* and *CUC*, suggesting that *KNAT6* plays a crucial role in SAM maintenance and boundary establishment in embryos via the *STM/CUC* pathway [19].

Phytohormones, primarily auxin, CK, BR, GA, ABA, and JA, orchestrate intrinsic developmental programs. Previous studies have greatly advanced the functions of individual hormone. During last two decades, extensive lists of genes involved in hormone synthesis, catabolism and signal transduction have been identified via the analysis of mutants [20–23]. Auxin plays a key regulatory role in the initiation of cotyledon in the apical margin of the globular embryo [24]. In many plant species, including *Brassica napus* [25], *Arabidopsis* [26], and *Norway spruce* [27], studies have shown that cotyledon and SAM development could be inhibited by various polar auxin inhibitors in embryogenesis. PIN auxin efflux regulators are the best characterised components of auxin transport. The polar location of PIN1 is associated with the position of auxin accumulation in incipient cotyledons, and auxin flows into the primordium interior during cotyledon outgrowth [28]. The *pin1 pid* double mutant completely lacks cotyledons and bilateral symmetry and exhibits increased *CUC1*, *CUC2* and *STM* expression, indicating that directional auxin transport is important for the establishment of bilateral symmetry and the promotion of cotyledon outgrowth [26]. Similarly, the *pid enp* double mutant, which is similar to *“laterne”*, also abolishes cotyledon development, reflecting failed auxin accumulation in the apex, and *ENP* is necessary for cotyledon development via the control of *PIN1* polarity in the context of *PID* [29]. In addition to auxin, some studies have shown that CK affects cotyledon development. Exogenous application of benzyladenine (the synthetic cytokinin) onto hybrid larch somatic embryos reduced the cotyledon number [30]. The *amp*-*arabidopsis* mutant demonstrated polycotyly, indicating an elevated cytokinin level [31]. *Arabidopsis ESR1* and *ESR2*, whose expression levels are induced by cytokinin, not only control shoot regeneration but also play a role in cotyledon development [32, 33].

In this study, we characterised a soybean mutant named *cco*, which displayed curled cotyledons. The *cco* embryos at the torpedo stage resembled the “*tail of swallow*”. High performance liquid chromatography (HPLC) analysis showed that *cco* seeds contained higher IAA and ABA levels, but lower GA_3_ level. Transcriptome analysis revealed that multiple phytohormone biosynthesis and signal transduction pathways were reprogrammed in *cco*.

## Results and discussion

### Embryogenesis in the *cco*mutant

We obtained the *cco* mutant following sodium azide (NaN_3_) and ^60^Coγ ray seed mutagenesis of soybean [34], which was initially characterised by outward folding cotyledons (Figure 1A-C, 1M and 1N). Compared with WT, developing cotyledons of *cco* mutant had larger vacuoles and more membranous multilamellar structures, as well as higher methionine and cysteine content [34]. In addition, the germination rates of seeds were compared between the *cco* mutant and WT. In general, seeds from WT germinated on the second day, and the germination rate reached ~72% on the fifth day. *cco* seeds were dormant until the third day, and the germination rate was only ~6.7% on fifth day, suggesting that the germination rate of *cco* seeds was greatly reduced (Figure 1O).

**Figure 1:**
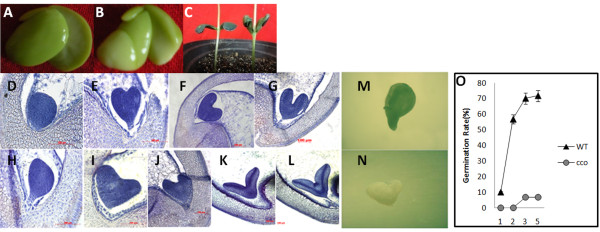
**Embryogenesis of the** ***cco*** **mutant. (A)** Cotyledons of WT. **(B)** Cotyledons of the *cco* mutant. **(C)** Cotyledons after germination for 5 days. WT (left) and the *cco* mutant (right). **(D)** WT embryo at the globular stage approximately 9 days after fertilisation. **(E)** WT embryo at the heart stage approximately 11 days after fertilisation. **(F)** and **(G)** WT embryo at the torpedo stage approximately 13 days after fertilisation. **(H)** *cco* embryo at the globular stage approximately 11 days after fertilisation. **(I)** *cco* embryo at the heart stage approximately 13 days after fertilisation. **(J)** to **(L)** *cco* embryos at the different torpedo stages approximately 15 days after fertilisation. Bar = 100 μm for **(D)** to **(L)**. **(M)** WT embryo at the cotyledon stage. **(N)** *cco* embryo at the cotyledon stage. **(O)** Germination rates of WT and *cco*. WT, triangles; *cco*, circles. **P < 0.01.

To determine the embryogenesis defects in *cco* mutant, we traced its phenotype back to the globular stage of embryogenesis. In higher plants, embryogenesis can be conceptually divided into three overlapping phases: morphogenesis, maturation and desiccation [35]. In general, for the wild type at the globular stage, an embryo comprises a spherical embryo proper and a suspensor (Figure 1D). The embryo proper is spherical during the pro-embryo and globular stage and eventually forms cotyledons, shoot meristem and hypocotyl region around the apical-basal axis, and this structure is connected to the embryo sac via the suspensor. During the globular-heart transition phase, a dramatic change occurs: two of the cotyledon primordia are symmetrically initiated from the lateral domains at the apical end of the heart-shaped embryo proper (Figure 1E). Subsequently, the cotyledons and hypocotyl elongate, and the embryo enters the torpedo stage in which the cotyledons continue to rotate. The morphogenesis phase of embryogenesis ends at the cotyledon stage (Figure 1F and 1G).

However, the development of embryos in *cco* was slower than that in WT (Figure 1). When WT embryos were at the heart stage, *cco* embryos remained morphologically at the globular stage (Figure 1E and 1H). The embryo proper in *cco* appeared smaller than that in WT (Figure 1D and 1H). At the heart stage, cotyledons were initiated from the cotyledon primordia. Figure 1E and 1I showed that the cotyledon initiation positions were identical in both the WT and *cco*. However, the WT cotyledons grew upwards, while that of the *cco* mutant demonstrated outward growth. Subsequently, the bifurcation of the cotyledons at the torpedo stage in the *cco* mutant was larger, and the tips of the cotyledons were sharper (Figure 1F to 1G and 1J to 1L). At the torpedo stage, *cco* mutant embryos resembled “*tail of swallow*”, while the radicle and shoot apical meristem were also present and appeared normal. All in all, *cco* showed abnormal embryogenesis, especially at the torpedo stage, when the *cco* cotyledons became more slender and grew outward. However, SAM and the polar axis were normal. Cotyledons and leaves share homology in plants [13]. Cotyledon initiation and development in *cco* were defective, while leaf development was correct, suggesting partial homology between leaf and cotyledon.

### Increased free IAA and ABA levels, while decreased GA_3_level in *cco*

The hormone auxin governs a variety of developmental processes [36], including embryogenesis [37]. In embryogenesis, auxin controls cell division and specification, which are critical for establishing the embryo pattern. Most of the pattern formation events in *Arabidopsis* embryogenesis, including cotyledon development, depend on auxin biosynthesis, transport, and response [37]. IAA is the most important natural auxin. Therefore, we examined the endogenous free IAA level in WT and the *cco* mutant seeds at 7 DAF (days after fertilisation) by HPLC analysis (Figure 2). Compared with WT, the *cco* mutant had a higher free IAA level in seeds at 7 DAF.

**Figure 2:**
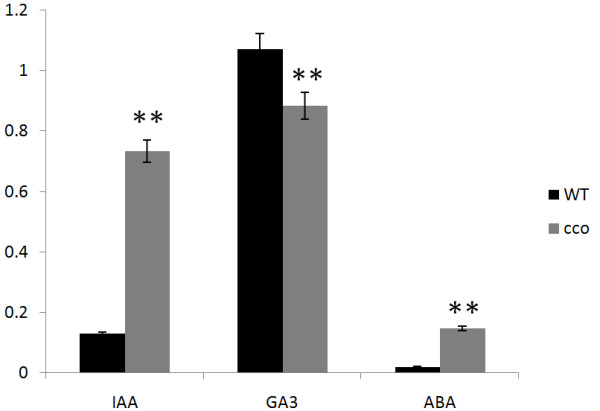
**Quantification of free IAA, GA**_**3**_ **and ABA in WT and the** ***cco*** **seeds at 7 DAF.** **P < 0.01.

In addition, the endogenous GA3 and ABA content in WT and *cco* seeds at 7 DAF were quantified. The measurements demonstrated that the ABA content was significantly increased, while the GA3 content was decreased in *cco* (Figure 2). The increased ABA/GA ratio may lead to a low germination rate for the *cco* mutant.

### Auxin sensitivity was depressed in *cco*

Twelve auxin responsive genes, including two *AUX/IAA* genes (*Glyma08g22190, Glyma10g32340*), five *GH3* genes (*Glyma02g13910, Glyma02g17360, Glyma11g05510, Glyma12g11890, Glyma12g11200*) and five *SAUR* genes (*Glyma10g06360, Glyma10g06370, Glyma05g36360, Glyma12g03780, Glyma09g35460*), were selected to investigate the transcription of early auxin-regulated genes in response to auxin treatment by quantitative RT-PCR (qRT-PCR). As shown in Figure 3, all of these genes were up-regulated in WT at 30 min after treatment with 0.05 μM 2,4-dichlorophenoxyacetic acid (2,4-D). However, in the *cco* mutant, only three genes (*Glyma08g22190, Glyma12g11200, and Glyma09g35460*) were weakly up-regulated, and the other genes had weak variation or even unexpected down-regulation (Figure 3A). When hypocotyls were treated with 0.2 μM 2,4-D, the twelve genes tested showed higher expression levels in WT, and *Glyma08g22190* and *Glyma11g05510* showed greater than five-fold up-regulation (Figure 3B). With the exception of *Glyma12g11890* and *Glyma05g36360*, the expression trends of the genes in *cco* were similar to that observed after treatment with 0.05 μM 2,4-D (Figure 3). Thus, auxin sensitivity were repressed in the *cco* mutant.

**Figure 3:**
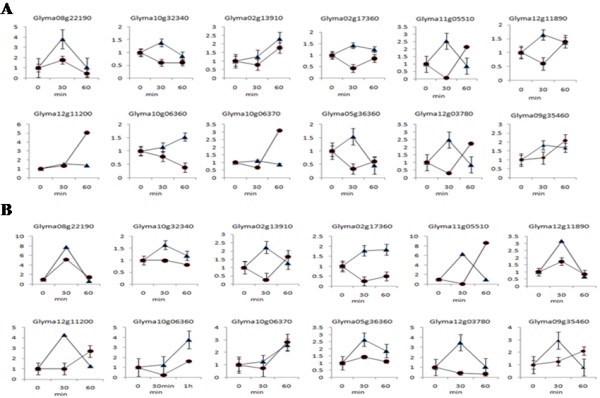
**Regulation of early auxin-regulated genes in WT and the** ***cco*** **muant. (A)** Treatment with 5 × 10^−5^ M 2,4-D. **(B)** Treatment with 2 × 10^−4^ M 2,4-D. WT, triangles; *cco*, circles.

### RNA-Seq of WT and the *cco*mutant

The positions of the cotyledon primordia in *cco* were generally normal, but the abaxial/adaxial patterning of cotyledons was flawed, which was likely to exist before cotyledon initiation. 

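Pods were collected at 7 days after fertilisation (DAF) from WT, the soybean cultivar Nannong 94-16, and from *cco*, the curled-cotyledon mutant obtained from it by mutagenesis with sodium azide and gamma rays. The paper reports slower embryo development in *cco*, so the pods had the same age but not necessarily the same embryo stage. There was 1 RNA-Seq library per genotype, so none of the values has a replicate and no test could include the variation between plants or libraries. The authors aligned the cleaned reads to the soybean genome and gene sequences with SOAPaligner/soap2 and deposited, for each gene with a read, its length, the percentage of its bases covered by uniquely mapped reads, and its expression in RPKM (reads scaled by gene length and library size). RPKM multiplied by gene length and by a single library total gave whole read numbers for every gene, with a largest departure of 1.8e-04 reads in WT and 1.2e-04 in *cco*. The recovered reads were therefore used in the tests. They summed to 43270765 in WT and 41136506 in *cco*. For the genes in Additional file 1 they were equal to the read numbers listed there, with 0 exceptions. The log2 ratio of each gene was taken as the RPKM in *cco* over the RPKM in WT, with an RPKM of 0 replaced by 0.001. Its significance came from the test of Audic and Claverie that the paper cites, 2-sided by doubling the smaller tail, with Benjamini-Hochberg adjustment over the 40680 genes with a read in either library. This test accounts for the sampling of reads only. Replacing 0 by 0.001 makes the ratio of a gene without reads in 1 library depend on the replacement, so the read numbers are given for such genes. Intervals on log2 ratios are 95% exact (Clopper-Pearson) intervals from the 2 read numbers, and they also cover sampling only. Negative binomial exact tests with an assumed coefficient of variation between libraries were run as alternatives. In simulated counts with 200 genes changed 4-fold, they recovered 97.5% of the changed genes at a coefficient of variation of 0.1, 39.5% at 0.2 and 0% at 0.4. Their power for such changes was therefore low at 0.2 and absent at 0.4. Smaller changes were not simulated, and genes with few expected reads in WT were not among the changed genes. The spread of the log2 ratios of the 8250 genes with at least 1000 reads in both libraries, examined after the data had been seen, gave a coefficient of variation of 0.0995.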

Thus, we focused on the globular stage, and the pods at 7 DAF were collected for RNA-Seq using the Illumina HiSeq2000 system. A total of 52,870,578 and 50,494,652 successful reads (average length: ~180 bp, approximately 4 × soybean genome) were produced for WT and the *cco* mutant, respectively (Table 1). 

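The reads behind the deposited RPKM numbered 43270765 for WT and 41136506 for *cco*. They amounted to 96.0% and 95.9% of the reads that the paper reports as mapped (45064067 and 42914706), and they exceeded the unique matches of Table 1 (42687787 and 40531216). The RPKM therefore rest on neither of the mapped totals in Table 1. The paper describes those reads as mapped to the genome, and it also mapped reads to the gene sequences. The totals may therefore differ because the targets differ. The median gene with a read had 287 reads in WT and 277 in *cco*. At this depth, 3 reads on a gene of 1 kb correspond to an RPKM of 0.069 in WT and 0.073 in *cco*. The most abundant gene in both libraries, Glyma07g01730, had 997032 reads in WT and 1187080 in *cco*, and the 5 genes with the most reads took 5.38% of the WT reads and 5.26% of the *cco* reads.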

Notably, more than 85% of the reads mapped back to the soybean reference genome in Phytozome database [38]. In WT, 80.74% of these genes uniquely mapped to a single location, and 80.27% uniquely mapped to a single location for *cco* (Table 1). We identified 39,499 highly confident genes in WT and 39,527 genes in the *cco* mutant. 

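At least 1 read was found for 39498 genes in WT and 39526 genes in *cco*, and 38344 genes had reads in both libraries. Another 1154 genes had reads only in WT and 1182 only in *cco*. These genes had a median of 2 reads, and at most 24 reads in WT and 31 in *cco*, so most of their absences from the other library could not be told apart from the sampling of few reads. With a minimum of 10 reads, 34789 genes were detected in WT and 34940 in *cco*. The stricter minimum of an RPKM of 1 moved the numbers most, to 29300 and 29579 genes. The median RPKM of the detected genes was 4.28 in WT and 4.40 in *cco*.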

With a False Discovery Rate (FDR) < 0.001 and |log_2_Ratio| ≥ 1, a total of 1,093 genes were differentially expressed; 256 DEGs had lower expression levels in the *cco* mutant, while 837 DEGs were activated (Figure 4 and Additional file 1). 

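With the Audic-Claverie test and these thresholds, 1048 genes were differentially expressed, of which 792 were higher and 256 were lower in *cco*. All 1048 are among the 1093 genes of Additional file 1. The other 45 genes of that file, all of them up-regulated there, had FDR values between 0.00100 and 0.00166. Among the DEGs, 29 had no read in 1 library, 19 of them in WT and 10 in *cco*, with 13 to 31 reads in the other library. The median log2 ratio was 1.53 for the DEGs higher in *cco* and -1.32 for those lower in *cco*. With at least 10 reads in both libraries, the largest increase was that of Glyma11g31120, from 24 to 409 reads (log2 ratio 4.16, interval 3.57 to 4.82), and the largest decrease that of Glyma03g41320, from 149 to 10 reads (log2 ratio -3.82, interval -4.91 to -2.91). Glyma08g21380, with 3909 reads in WT and 404 in *cco*, had a log2 ratio of -3.20, and its depth gave a narrow interval of -3.35 to -3.05. For 243 of the DEGs the RPKM was under 1 in both libraries. The number of DEGs depended most on the variation assumed between libraries. A negative binomial exact test with an assumed coefficient of variation of 0.1 left 485 DEGs. With the value of 0.0995 from the spread of well covered genes, a setting chosen after seeing the data, there were 487.

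**Figure D1:**
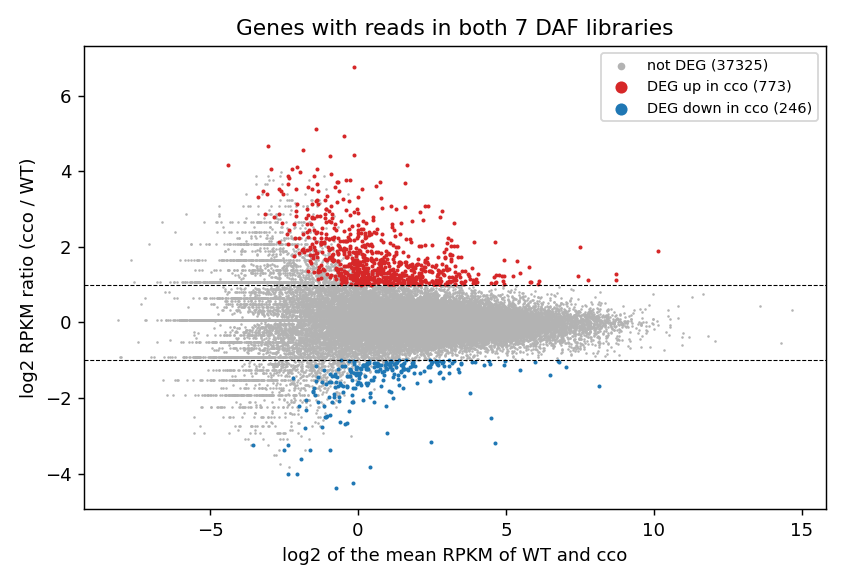
Each point is a gene with reads in both libraries. The horizontal axis is the log2 of its mean RPKM and the vertical axis its log2 RPKM ratio (*cco* over WT), with dashed lines at ratios of 1 and -1 on the log2 scale. Coloured points are DEGs, and the DEGs without reads in 1 library, 29 in all, are not drawn.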

In this study, we primarily focused on the differentially expressed genes. The expression levels of the majority of these genes were unaffected in the *cco* mutant, suggesting that *cco* targeted a limited number of genes.

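Of the 40680 genes with a read in either library, 39632 (97.4%) were not DEGs. Among the 25848 genes with at least 100 reads in both libraries, the median log2 ratio was 0.013, the quartiles were -0.17 and 0.19, and 99.0% were within 2-fold. The FDR was under 0.001 for 8387 genes (20.6%), and for 7339 of these the ratio was under 2-fold. A test that includes variation between libraries left fewer genes: 485 DEGs with an assumed coefficient of variation of 0.1 and 49 with 0.2. In simulated counts the Audic-Claverie test called 5 unchanged genes at a coefficient of variation of 0.1 and 650 at 0.2, while the negative binomial test recovered 97.5% of the 4-fold changes at 0.1 and 39.5% at 0.2. The spread of well covered genes, examined after the data had been seen, gave a coefficient of variation of 0.0995. From the small share of DEGs, the paper proposes that *cco* acts on a limited number of genes.

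**Figure D2:**
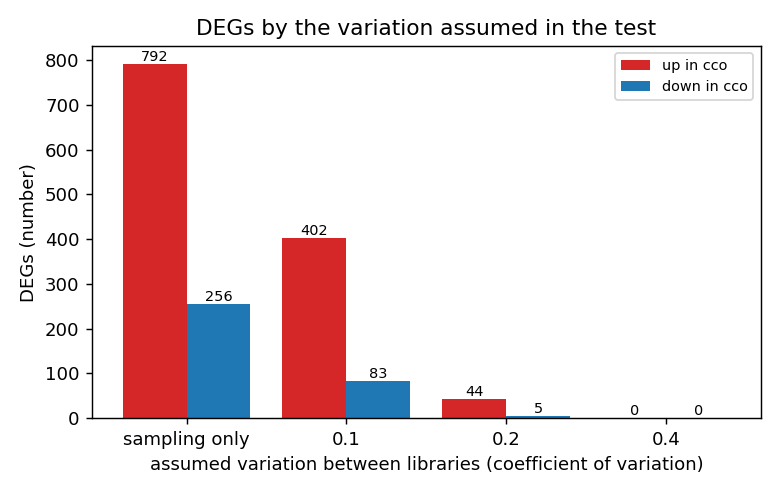
Bars give the number of DEGs higher (red) and lower (blue) in *cco* when the test includes the sampling of reads only, or an assumed coefficient of variation between libraries of 0.1, 0.2 or 0.4. The number higher in *cco* falls from 792 to 402, 44 and 0. In simulated counts the test recovered 97.5%, 39.5% and 0% of the 4-fold changes at these 3 values.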

**Table 1:** **Summary of RNA-seq data from WT and** ***cco*** **pods at 7 DAF**

	Total reads	Total base pairs	Total mapped reads	Percent mapped	Unique match	Percent unique match
WT	52,870,578	4,758,352,020	45,064,067	85.23%	42687787	80.74%
*cco*	50,494,652	4,544,518,680	42,914,706	84.99%	40531216	80.27%

**Figure 4:**
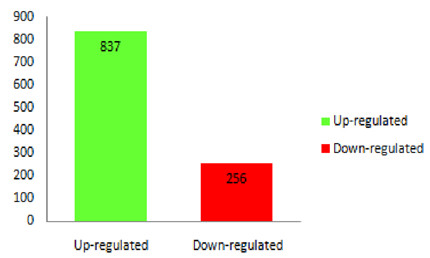
**DEGs between WT and the** ***cco*** **mutant: the up- and down-regulated represent the genes that had an increased and decreased expression levels in** ***cco*** **.**

To validate the reliability of the expression profiles obtained using RNA-Seq, we selected fifteen genes with higher or lower expression levels for semi-quantitative reverse transcription PCR (RT-PCR) analysis (Table 2 and Additional file 2: Figure S1A and S1B), and three (*Glyma03g02620, Glyma14g39300, Glyma11g11580*) of the fifteen genes for further qRT-PCR analysis in 7DAF pods from WT and the *cco* mutant (Figure 5A). 

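In the deposited data 14 of the 15 genes of Table 2 were DEGs, 10 higher and 4 lower in *cco*. Glyma14g39300, described by the paper as having ubiquitin-protein ligase activity, had 0 reads in WT and 24 in *cco* (FDR 5.8e-07, Audic-Claverie test). Its fold change of 361.70 rests on the replacement of 0 by 0.001, and with 0.1 added to both RPKM it was 4.62. Glyma03g02620, an LBD transcription factor, had 14 reads in WT and 0 in *cco* (FDR 4.7e-04), and its fold change moved in the same way from 441.40 to 5.41. Glyma11g00580, the tryptophan synthase beta-chain gene, rose from 42 to 320 reads, a log2 ratio of 3.00 (interval 2.54 to 3.50). It was the only gene of Table 2 still called with an assumed coefficient of variation of 0.2. With 0.1, 6 of the 15 genes were still called. Glyma17g14710, a YABBY gene, rose from 96 to 278 reads (log2 ratio 1.61, interval 1.27 to 1.96). Glyma16g28310, a fructose-1-6-bisphosphatase gene, fell from 971 to 427 reads (log2 ratio -1.11, interval -1.28 to -0.95). Glyma19g43760 had 6 reads in WT and 26 in *cco*, a fold change of 4.56 at an FDR of 0.00147, above the threshold. In 5 of the 15 genes 1 library had fewer than 10 reads. Glyma11g11580 had 2134 reads in WT and 2323 in *cco*, a log2 ratio of 0.20 (interval 0.11 to 0.28).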

For all of the genes, the results obtained from the semi-quantitative RT-PCR/qRT-PCR analysis were consistent with data from RNA-Seq.

**Table 2:** **Fold changes of 15 genes selected from RNA-seq data**

Gene ID	Gene description	Fold change	Regulation	P-value
Glyma02g42290	Transmembrane amino acid transporter protein	2.02	Up	0.000139
Glyma03g09140	Transmembrane amino acid transporter protein	2.69	Up	2.58E-07
Glyma05g23180	Membrane transport protein	5.08	Up	3.71E-05
Glyma08g01430	WRKY transcription factor	12.62	Up	3.12E-06
Glyma09g37370	HLH transcription factor	2.35	Down	2.84E-10
Glyma16g13570	bZIP transcription factor	2.03	Up	0.000139
Glyma18g05720	NPH3 family	2.34	Down	1.26E-16
Glyma19g43761	DUF640	4.56	Up	0.000186
Glyma17g14710	YABBY protein	3.05	Up	6.86E-24
Glyma11g00580	tryptophan synthase β-chain	8.01	Up	1.85E-57
Glyma14g39300	ubiquitin-protein ligase activity	371.70	Up	3.14E-08
Glyma03g02620	LBD transcription factor	441.39	Down	8.88E-05
Glyma06g02970	DBB transcription factor	2.91	Up	9.21E-06
Glyma06g17420	HLH transcription factor	2.06	Up	1.74E-68
Glyma16g28310	Fructose-1-6-bisphosphatase	2.16	Down	2.39E-43

**Figure 5:**
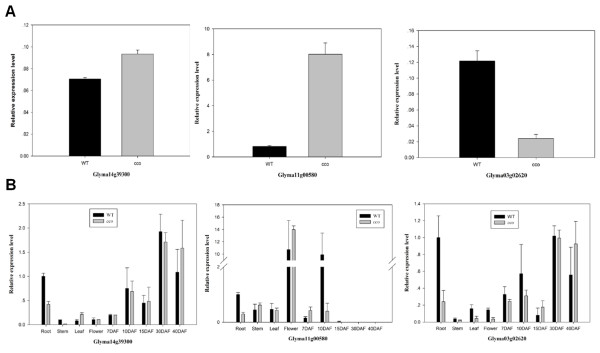
**Confirmation of RNA-seq results using qRT-PCR.** Three DEGs (Glyma14g39300, Glyma11g00580, Glyma03g02620) were selected for confirmation. **(A)** Expression levels of three DEGs in pods at 7 DAF. **(B)** Expression levels of three DEGs in roots, stems, leaves, flowers and seeds at various stages (7, 10, 15, 30 and 40 DAF) of WT and *cco*.

In addition, we used semi-quantitative RT-PCR to analyse the expression of four selected genes (*Glyma03g02620, Glyma14g39300, Glyma11g11580, Glyma17g14710*) in WT and *cco* seeds at 7 and 15 DAF (Additional file 2: Figure S1C). Using qRT-PCR, we examined the expression of three genes (*Glyma03g02620, Glyma14g39300, Glyma11g11580*) in the roots, stems, leaves, flowers and seeds at the various developmental stages of WT and *cco*, and the results showed these genes were differentially expressed in these tissues (Figure 5B), indicating some of the DEGs that we obtained were differentially expressed in other tissues.

### Functional classification of differentially expressed genes

To evaluate the potential functions of the DEGs between WT and the *cco* mutant, Gene Ontology (GO) categories were used to identify key processes for *cco* mutant. Detailed GO term annotations of the DEGs were categorised according to biological processes, molecular functions and cellular components. The GO categories for the set of DEGs (Figure 6) revealed that most of the encoded products were associated with “intracellular organelle”, “catalytic activity”, “response to stimulus” and “cellular metabolic process”.

**Figure 6:**
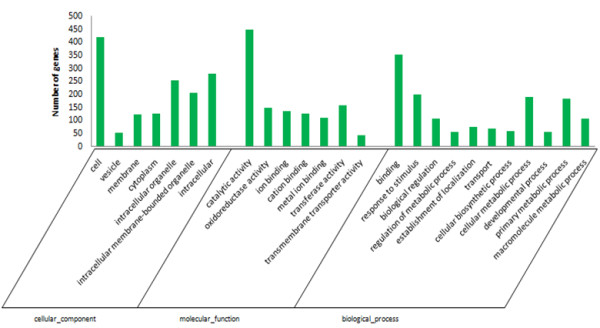
**Gene Ontology classification of the differentially expressed genes between WT and** ***cco.*** Differentially expressed genes are classified into three GO categories: cellular component, molecular function and biological process.

Biological interpretation of the 650 DEGs was further completed using KEGG pathway analysis. Many of the DEGs were mapped to pathways essential for plant growth and development. Overall, 98 pathways were affected in the *cco* mutant, and some of these pathways were consistent with biological processes previously revealed in the GO analysis. 

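Additional file 3 lists 133 genes in 7 pathways of hormone biosynthesis and signal transduction, which is 20.46% of the DEGs that the paper took into the KEGG analysis. All 133 have reads in the deposited data. In *cco*, 117 were higher and 16 were lower than in WT. With the Audic-Claverie test 125 of them were DEGs, 109 higher and 16 lower. Of these DEGs, 87.2% were higher in *cco*, against 74.0% of the other DEGs (odds ratio 2.39, Fisher's exact p = 8.4e-04, with genes taken as independent). The other DEGs include genes outside the paper's KEGG analysis. Membership of the hormone lists was therefore not separated from having a KEGG annotation. With 1 added to each RPKM before the ratio, the odds ratio was 2.08 and the difference no longer passed the test (Fisher's exact p = 0.26). That setting left 45 listed DEGs in place of 125, so the test had less power. In 36 of the 133 genes the RPKM was under 1 in both libraries. An assumed coefficient of variation of 0.1 left 76 DEGs in the lists, and 0.2 left 13.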

The most frequently represented pathways primarily involved in secondary metabolism, including plant hormone biosynthesis and signal transduction (20.46%), such as auxin, CK, GA, ABA, ET, BR and JA (Additional file 3). Asakura et al. found that genes expressed in the early pod stage of soybean were the most numerous, compared with 2 and 5 mm seeds, and the number of expressed genes gradually decreased with seed development [39]. Commonly expressed genes in these stages accounted for 70–95% of the expressed genes in each stage, and only a small number of genes were differentially expressed, which mainly included β-conglycinin, lipid synthesis, lipoxygenase and seed-maturation proteins [39]. Therefore, most DEGs obtained in this study, including genes that were related to hormone biosynthesis and signalling, could still be identified in the early seed stage. However, some DEGs may have been missed because of tissue-dependent gene expression.

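The list of plant hormone signal transduction in Additional file 3, which covers auxin together with the other hormones, holds 71 genes, 63 higher and 8 lower in *cco*. In the deposited data 65 of them were DEGs. Among the 50 genes with at least 10 reads in both libraries, log2 ratios ran from 1.01 to 3.69 for the 45 higher genes and from -2.22 to -1.09 for the 5 lower genes. Glyma08g10220 had the largest of these increases, from 13 to 160 reads (interval 2.88 to 4.63 on the log2 scale). Glyma17g04850 had the smallest p-value of the list and rose from 2113 to 4056 reads (log2 ratio 1.01, interval 0.94 to 1.09). Glyma08g16520 fell from 144 to 38 reads (log2 ratio -1.85, interval -2.40 to -1.32). In 7 genes there was no read in WT, with 12 to 31 reads in *cco*, and in Glyma09g35460 there was no read in *cco*. The number of DEGs in the list fell with the assumed variation, from 65 to 35 at a coefficient of variation of 0.1 and 7 at 0.2. The list does not say which of the genes belong to auxin.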

The results of the transcriptome data showed that many genes encoding proteins involved in auxin metabolism and signal transduction pathways were differentially expressed between *cco* and WT. L-tryptophan, as a primary precursor, is used to generate many indole-containing substances in plants, including IAA. α-subunit anthranilate synthase (ASA) catalyses the conversion of chorismate to anthranilate as one of the first steps in the *Trp* biosynthesis pathway. In *Arabidopsis*, up-regulation of *WEAK ETHYLENE INSENSITIVE2/ANTHRANILATE SYNTHASE α1* (*WEI2/ASA1*) gene through ET results in auxin accumulation in the tips of primary roots [40]. Transgenic rice lines expressing α-SUBUNIT OF ANTHRANILATE SYNTHASE (*OASA1D)* gene show increased production of tryptophan and free IAA [41]. Tryptophan synthase beta subunit (TSB) catalyses the last step in tryptophan biosynthesis. In IAA biosynthesis, indole-3-acetaldoximem (IAOx)-dependent IAA biosynthesis is a specific pathway in plants. In this process, two homologous cytochrome P450 enzymes, CYP79B2 and CYP79B3, mediate the synthesis of IAOx from tryptophan [42], and the double mutation of these two genes results in the downregulation of IAA synthesis. 

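All 6 genes listed under tryptophan metabolism were higher in *cco*, and 5 of them were DEGs. Glyma11g31120 rose from 24 to 409 reads (log2 ratio 4.16, interval 3.57 to 4.82) and Glyma12g06130 from 195 to 397 reads (log2 ratio 1.10, interval 0.85 to 1.35). Glyma20g15960 had only 2 reads in WT and 30 in *cco*, so its log2 ratio of 3.98 has a wide interval of 2.00 to 7.09. Glyma01g04250 and Glyma02g03420 had log2 ratios of 1.45 and 1.87. The tryptophan synthase beta-chain gene Glyma11g00580, which Table 2 names and the list does not include, rose from 42 to 320 reads (log2 ratio 3.00, interval 2.54 to 3.50). With 1 added to each RPKM its fold change was 3.47 in place of 8.01. The listed genes are given without enzyme names, so the members that the paper calls *ASA* and *CYP79* were not assigned. From the up-regulation of the *ASA*, tryptophan synthase and *CYP79* genes the paper proposes that auxin synthesis was enhanced in *cco*.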

In the transcriptome data obtained in this study, one *ASA* gene, one *TBS* gene and three *CYP79* genes were up-regulated, suggesting that auxin synthesis was enhanced in the *cco* mutant (Additional file 4). Mounting evidence suggests that polar auxin transport (PAT) controls important growth and developmental processes in higher plants. In *Arabidopsis*, studies have shown that the AUXIN1/LIKE-AUX1 (AUX/LAX) family of auxin transporters are major influx carriers, whereas the PIN-FORMED (PIN) family of auxin proteins are major efflux carriers. The AUX/LAX family is represented by four highly conserved genes, namely *AUX1*, *LAX1*, *LAX2*, and *LAX3. LAX2* regulates vascular patterning in cotyledons. Transcriptome data showed that three *LAX2* genes and one *PIN* gene were up-regulated in the *cco* mutant, indicating that auxin polar transport was also influenced. Auxin-responsive genes include *GH3* genes, *small auxin up RNA (SAUR)* genes and *AUX/IAA* genes [43]. In our transcriptome data, one *AUX/IAA* and five *SAUR* genes were down-regulated, and four *SAUR* genes were up-regulated in *cco* (Figure 7). 

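The paper gives identifiers for 5 *SAUR* genes and 2 *AUX/IAA* genes. Of the *SAUR* genes, Glyma10g06370 rose from 28 to 78 reads (log2 ratio 1.55, interval 0.91 to 2.23) and Glyma05g36360 from 38 to 89 reads (log2 ratio 1.30, interval 0.74 to 1.89). Glyma10g06360 had 4 reads in WT and 22 in *cco*, with an FDR of 0.00154 in the Audic-Claverie test. Glyma12g03780 fell from 22 to 2 reads (log2 ratio -3.39, interval -6.52 to -1.36) and Glyma09g35460 from 13 to 0 reads (FDR 8.6e-04). None of these genes was a DEG with an assumed coefficient of variation of 0.1 or 0.2, and 3 of the 5 genes had fewer than 10 reads in 1 library. The *AUX/IAA* genes with identifiers, Glyma08g22190 and Glyma10g32340, had log2 ratios of 0.45 (interval 0.28 to 0.63) and 0.38 (interval 0.08 to 0.68), under the 2-fold limit. The list of hormone signal transduction gives no gene names, so the other *SAUR* and *AUX/IAA* genes of Figure 7 were not assigned.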

All of the *GH3* genes were up-regulated, which were likely due to the down-regulation of the *AUX/IAA* genes as Aux/lAA proteins repress the expression of *GH3* genes in soybean [44]. 

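Of the 5 *GH3* genes for which the paper gives identifiers, 4 were higher in *cco* and 2 were DEGs. The paper chose the 5 for the 2,4-D treatments, and only the 2 DEGs are in its list of hormone signal transduction. Glyma02g13910 rose from 30 to 155 reads, a log2 ratio of 2.44 (interval 1.87 to 3.06). Glyma02g17360 had 0 reads in WT and 14 in *cco* (FDR 4.5e-04, Audic-Claverie test), where 3 reads would have been an RPKM of 0.037 in WT. Glyma12g11890 rose from 546 to 807 reads (log2 ratio 0.64, interval 0.48 to 0.80), which is under 2-fold. Glyma12g11200 had 13 and 24 reads, and its interval of -0.07 to 2.05 included 0. For Glyma11g05510, with 27 reads in WT and 23 in *cco*, no difference was detectable at this depth (log2 ratio -0.16, interval -1.03 to 0.70). With an assumed coefficient of variation of 0.1 only 1 of the 5 genes remained a DEG. The paper proposes that the up-regulation of *GH3* genes follows from the lower expression of *AUX/IAA* genes, whose proteins repress them.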

Taken together, these data indicated that auxin biosynthesis and signal transduction in *cco* were more active than in WT.

**Figure 7:**
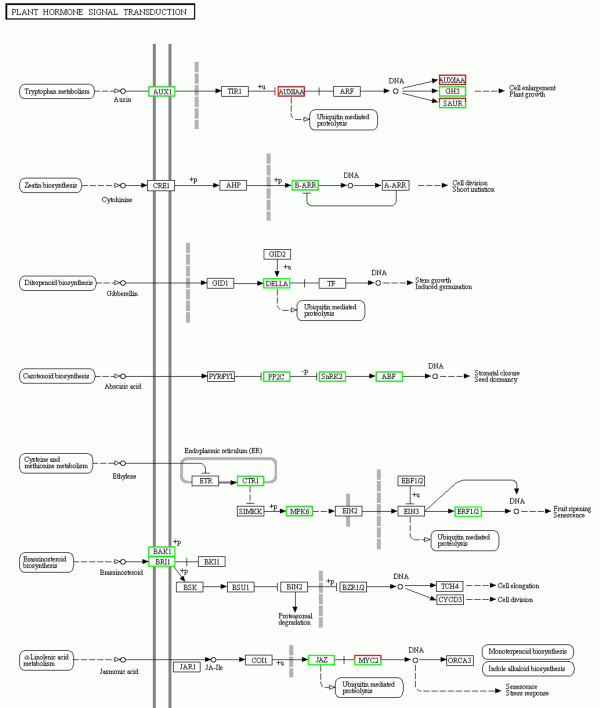
**Transcriptional changes in plant hormone signal transduction pathways.** Differentially expressed genes were mapped to the KEGG pathway database. Genes showing up-regulation and down-regulation are boxed in green and red, respectively.

The role of GA in embryo morphogenesis has not yet been determined. In general, GA is required for seed development, which is determined through the analysis of GA-deficient mutants. In pea (*Pisum sativum L.*), the GA-biosynthesis mutant *lh* has provided the best evidence for the physiological role of GA in seed development. The LH protein, which encodes *ent*-kaurene oxidase (KO), is required for the three-step oxidation of *ent*-kaurene to *ent*-kaurenoic acid as an early step in the GA biosynthesis pathway altering seed development [45]. KS (*ent*-kaurene synthase) and KO are key enzymes in the GA biosynthetic pathway, and both are encoded by a single gene in soybean. GA_2_ox (GA_2_-oxidase) plays an important role in the last step of GA biosynthesis and catalyses the inactivation of GAs by conversion to bioactive GAs, thereby affecting the amount of bioactive GAs. Overexpression of *GA*_*2*_*ox* genes results in reduced GA level in *Arabidopsis* [46], rice [47], and poplar [48]. DELLA-domain proteins are transcriptional regulators that repress GA responses, and these proteins are rapidly degraded in response to GA. In this study, one *KO* gene and one *KS* gene were downregulated in the *cco* mutant, suggesting that an early step in GA biosynthesis was blocked (Additional file 5). 

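The list of diterpenoid biosynthesis, the pathway that leads to GA, holds 14 genes, of which 4 were lower in *cco*. Glyma15g00450 fell from 50 to 11 reads (log2 ratio -2.11, interval -3.20 to -1.15), Glyma15g41670 from 47 to 15 reads (log2 ratio -1.57, interval -2.52 to -0.71) and Glyma13g09460 from 36 to 5 reads (log2 ratio -2.78, interval -4.48 to -1.42). Glyma03g35760 had 24 reads in WT and 0 in *cco* (FDR 9.7e-07, Audic-Claverie test). All 4 genes had an RPKM under 1 in both libraries, and 3 of them remained DEGs with an assumed coefficient of variation of 0.1. The list does not say which genes encode KO and KS. From the lower expression of *KO* and *KS*, the paper proposes that an early step of GA biosynthesis was blocked.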

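The other 10 genes in the list of diterpenoid biosynthesis were higher in *cco*. Glyma12g09780 rose from 9 to 105 reads (log2 ratio 3.62, interval 2.64 to 4.79) and Glyma07g30710 from 40 to 172 reads (log2 ratio 2.18, interval 1.67 to 2.71). Changes near 2-fold were found for Glyma04g34350 (log2 ratio 1.25), Glyma13g33290 (1.16) and Glyma13g33300 (1.02), which had 228, 257 and 265 reads in *cco*. All 10 were DEGs, and 4 of them remained so with an assumed coefficient of variation of 0.1. The lists give no names by which the *GA2ox* and *DELLA* genes could be assigned. From the up-regulation of these genes the paper proposes that the conversion of GAs was limited in *cco*.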

In addition, four *GA*_*2*_*ox* genes and three *DELLA* genes were up-regulated, suggesting that the rate of conversion of inactive GAs to bioactive GAs was limited for the *cco* mutant (Figure 7 and Additional file 5).

ABA not only plays an important role in the stress responses and plant tolerance, but also controls seed development and germination. The enzyme 9-cis-epoxycarotenoid dioxygenase (NCED) is involved in a rate-limiting step for ABA biosynthesis. Recently, Martínez-Andújar et al. reported that the *NCED6* induction enhanced seed dormancy in *Arabidopsis* [49]. 

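The list of carotenoid biosynthesis, which includes the steps to ABA, holds 17 genes, 15 higher and 2 lower in *cco*, and all 17 were DEGs. Glyma03g41330 rose from 1100 to 2451 reads (log2 ratio 1.23, interval 1.13 to 1.33) and Glyma19g43940 from 977 to 2196 reads (log2 ratio 1.24, interval 1.13 to 1.35). Glyma04g02490 had the largest increase among the genes with at least 10 reads in both libraries, from 15 to 107 reads (log2 ratio 2.91, interval 2.12 to 3.79). Glyma03g41320 fell from 149 to 10 reads (log2 ratio -3.82, interval -4.91 to -2.91) and Glyma17g37900 from 262 to 101 reads (log2 ratio -1.30, interval -1.65 to -0.97). Of the 17 genes, 13 remained DEGs with an assumed coefficient of variation of 0.1 and 2 with 0.2. The genes that the paper calls *NCED* are not identified in the list. The paper proposes from their up-regulation that ABA synthesis was promoted in *cco*.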

Here, we showed that *NCED* genes were up-regulated in the *cco* mutant, suggesting that ABA synthesis was promoted. However, another gene encoding abscisic acid 8′-hydroxylase, which catalyses a key step in ABA catabolism, was also up-regulated (Additional file 6). Snf1-related protein kinases (SnRK2s) are key positive regulators in ABA signal transduction pathway. In the absence of ABA, protein phosphatases type 2C (PP2Cs) physically interact with SnRK2s and negatively regulate ABA responses. However, interactions between PP2Cs and SnRK2s are disrupted when an ABA molecule binds to PYRABACTIN RESISTANCE1 (PYR1)/PYR1-LIKE (PYL)/REGULATORY COMPONENTS OF ABA RECEPTORS (RCAR) receptors, leading to structural changes in these receptors. When SnRK2s are released from PP2C inhibition, their downstream targets, including ABA-Responsive Element Binding Factors (ABFs), are activated [50]. Fujii et al. constructed an *Arabidopsis* line carrying mutations in all 10 members of the SnRK2 family. The decuple mutant *snrk2.1/2/3/4/5/6/7/8/9/10* (*srk2g/d/e/a/h/e/f/c/j/b*) was defective in gene regulation and ABA accumulation [51]. In our data, the *PP2Cs*, *SnRK2* and *ABF* genes were up-regulated in the *cco* mutant (Figure 7). In summary, ABA biosynthesis, catabolism and signalling were enhanced in *cco*.

In addition to auxin, GA and ABA, the pathways of other hormone biosynthesis and signal transduction (such as CK, ET, BR, and JA) were also influenced in the *cco* mutant. 

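Most of the genes in each of the 7 lists were higher in *cco*. The lists of tryptophan metabolism and of cysteine and methionine metabolism held no lower gene. In the list of zeatin biosynthesis, 11 of 12 genes were higher, and in the list of alpha-linolenic acid metabolism 7 of 8. Diterpenoid biosynthesis had the largest share of lower genes, 4 of 14. The genes were taken into the lists because they were DEGs, so each one's change is at least 2-fold by selection. With an assumed coefficient of variation of 0.2, DEGs remained in 6 of the 7 lists, at most 7 in any 1 of them, and none in zeatin biosynthesis.

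**Figure D3:**
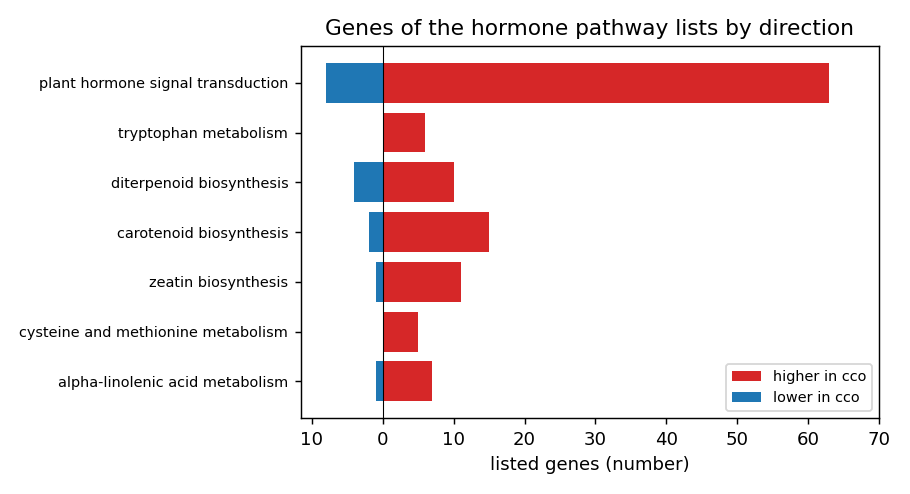
Bars give the number of listed genes higher in *cco* (red, to the right) and lower in *cco* (blue, to the left) in each list of Additional file 3. The list of plant hormone signal transduction has 63 higher and 8 lower genes.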

CK and ET, as major classes of plant hormone, are involved in various aspects of plant development, including organ development [52, 53]. In *cco,* we found two genes encoding adenosine-phosphate isopentenyltransferase (IPT), a rate-limiting enzyme in CK biosynthesis, expressed at significantly higher levels [54, 55] (Additional file 7). 

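The list of zeatin biosynthesis, the pathway of CK, holds 12 genes, of which 11 were higher in *cco* and 11 were DEGs. Glyma17g06220 rose from 1832 to 3555 reads (log2 ratio 1.03, interval 0.95 to 1.11) and Glyma07g33880 from 26 to 136 reads (log2 ratio 2.46, interval 1.85 to 3.13). Glyma13g16430, Glyma18g09560 and Glyma03g34480 had log2 ratios of 1.99, 1.59 and 1.12. Glyma16g17030 had 0 reads in WT and 15 in *cco* (FDR 2.4e-04, Audic-Claverie test). Glyma13g14190 was the only lower gene and fell from 281 to 118 reads (log2 ratio -1.18, interval -1.50 to -0.86). With an assumed coefficient of variation of 0.1, 6 DEGs remained. The list does not say which genes encode IPT.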

In CK signalling, type-B ARABIDOPSIS RESPONSE REGULATORS (ARRs) are transcriptional activators that regulate cytokinin targets, including type-A ARRs [56]. We observed the up-regulation of two type-B ARR genes (Figure 7). Aminocyclopropane-carboxylate oxidase (ACO), an “ethylene-forming enzyme” (EFE), catalyses the final step in ethylene biosynthesis, converting l-amino-cyclopropane-1-carboxylic acid (ACC) into ethylene, CO2, and cyanide. 

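All 5 genes in the list of cysteine and methionine metabolism, which includes the steps to ethylene, were higher in *cco*, and all were DEGs. Glyma02g14180 was the most abundant, with 10509 reads in WT and 21728 in *cco* (log2 ratio 1.12, interval 1.09 to 1.15). Glyma14g05350 rose from 23 to 144 reads (log2 ratio 2.72, interval 2.08 to 3.42), Glyma14g05360 from 27 to 63 (log2 ratio 1.30, interval 0.62 to 2.00) and Glyma14g05390 from 42 to 144 (log2 ratio 1.85, interval 1.35 to 2.38). Glyma01g29930 rose from 144 to 426 reads (log2 ratio 1.64, interval 1.36 to 1.92). These genes are listed without names, so the *ACO* genes were not assigned. With an assumed coefficient of variation of 0.1, 4 of the 5 remained DEGs.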

Four *ACO* genes were up-regulated in *cco* (Additional file 8). Antisense constructs of *ACO* genes can notably reduce ET production [57]. ET signalling was also influenced in the *cco* mutant, and the expression levels of ethylene-related genes encoding serine/threonine-protein kinase (CTR1), mitogen-activated protein kinase 6 (MPK6), and ethylene-responsive transcription factor (ERF1/2) were altered in *cco* (Figure 7 and Additional file 8). BRs regulate embryonic and post-embryonic development, adult homeostasis and expression of numerous genes [58]. Plant steroid hormones are recognised by brassinosteroid-insensitive 1 (BRI1), whose kinase activity is activated by exogenous BR application [59]. We also found that the expression levels of thirteen *BR1* and four *BRI1 Associated receptor Kinase 1 (BAK1)* genes in *cco* were higher than those in WT (Figure 7). JA regulates plant growth and stress responses, biosynthetic pathway of which starts with α-linolenic acid [60]. 

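The list of alpha-linolenic acid metabolism, from which JA is formed, holds 8 genes, 7 higher and 1 lower in *cco*, and all 8 were DEGs with at least 10 reads in both libraries. Glyma02g06050 rose from 47 to 339 reads (log2 ratio 2.92, interval 2.48 to 3.40) and Glyma08g20190 from 385 to 1563 reads (log2 ratio 2.09, interval 1.93 to 2.26). Glyma14g07890, Glyma13g16950 and Glyma13g31280 had log2 ratios of 2.58, 2.32 and 1.39. Glyma17g19980 fell from 90 to 39 reads (log2 ratio -1.13, interval -1.71 to -0.58). With an assumed coefficient of variation of 0.1, 6 of the 8 remained DEGs, and with 0.2 only 1.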

The DEGs in JA biosynthesis and signalling pathway included those that encode phospholipase A1, 12-oxo-phytodienoic acid reductase, lipoxygenase, JASMONATE-ZIM (JAZ) and MYC2 proteins [61] ( Additional file 9 and Figure 7).

Auxin, BR, CK and GA are generally considered major developmental growth regulators, whereas ABA, ET and JA are involved in stress responses, all of these hormones converge on auxin [62, 63]. Auxin is not only a hormone but also a morphogen. Auxin accumulation is controlled by auxin biosynthesis and metabolism, the conjugation/deconjugation of active auxin to/from its inactive conjugated form and auxin transport [64–66]. Auxin maxima and activity have been implicated in embryo development and patterning [37]. In *cco*, the free IAA level and auxin polar transport were affected. Polar auxin transport promotes the formation of local auxin maxima and gradients within tissues that play important roles in auxin action, such as the patterns of cell division and differentiation in the root meristem [67] and the establishment of cotyledons [26, 29]. Plants show directional growth in response to environmental stimuli such as light or gravity (tropisms). It was found that auxin played an important role in tropisms [68] and unequal auxin distribution across organs may lead their bending [69]. The cotyledons of *cco* showed outward bending, which allowed us to hypothesise that PAT might cause an auxin imbalance between the abaxial and adaxial side in cotyledons of the *cco* mutant, resulting in the adaxial side developing faster than the abaxial side. However, in soybean embryogenesis, the endosperm surrounds the embryo and cotyledons, the curled cotyledons observed in the *cco* mutant might reflect the fetter of the endosperm. Many signals can regulate auxin polar transport including stress, protein phosphorylation, reactive oxygen, flavonols and other hormones [70–73], which among these signals affect(s) PAT in *cco* require further investigation. In *cco*, only the shape of cotyledons not including leaves was abnormal, indicating that signal(s) or mutated genes regulating PAT were specific for cotyledon initiation and growth.

GA and ABA have mainly been implicated in later stages of embryo development, acting antagonistically in the regulation of seed germination [74]. Compared with WT, *cco* showed higher IAA and ABA levels, whereas a lower GA_3_ level. Several reports indicate that auxin and GA overlap in the regulation of multiple aspects of plant development, and there is positive cross-talk interaction between them. Willige et al. have reported that a mutant deficient in GA biosynthesis and signalling showed a reduced PIN protein level, which could be recovered by exogenous GA application. Moreover, GA could interact with PIN1 and promote cotyledon differentiation [75]. Auxin can also induce GA biosynthesis. Root cells with lower auxin level have reduced GA biosynthesis [76, 77]. Interestingly, our results demonstrated a lower GA_3_ but higher IAA level in *cco* seeds. But beyond that, *cco* seeds had higher ABA content, which might correlate with lower GA_3_ level and may be the reason for lower germination rate in *cco*. Consistently, ABA negatively regulates bioactive GA level during seed germination.

## Conclusions

Multiple phytohormone biosynthesis and signalling pathways are reprogrammed in the *cco* mutant, which is consistent with our HPLC analysis. Our results indicate that curled-cotyledons and reduced seed germination rate may result from the biosynthesis and signalling disorder of multiple phytohormones. Accumulating evidence supports the idea that hormones not only act in a linear pathway but also function in a complex network of feedback regulation and cross talk within or between different hormone pathways. At present, the studies of molecular mechanisms underlying hormonal cross talk mainly focus on postembryonic development, including the roots, shoots and leaves. However, adequate models of the hormonal network involved in cotyledon development are not well established in plants. Analysis of *cco* may provide a promising frame for further studies of hormone interactions and offer the potential discovery of new genes controlling cotyledon development in plants.

## Methods

### Plant materials

Soybean seeds from wild type cultivars Nannong 94–16 and its cotyledon mutant *cco* were provided by Soybean Research Institute, Nanjing Agricultural University, China. The seeds were cultivated in field under natural conditions in Nanjing, China. Total RNA was extracted from the WT and *cco* tissues, including the roots, stems, leaves, flowers and seeds, which were frozen in liquid nitrogen and stored at −80°C until further analysis.

### Plant paraffin section

For paraffin sectioning, wild type and mutant seeds at various developmental stages were fixed in Carnoy’s fluid (ethanol/glacial acetic acid, 3:1) at room temperature followed by dehydration in a graded ethanol series, staining with 1% haematoxylin solution, and clearance with xylene. The seeds were embedded in paraffin and sectioned at 10 to 15 μm (Leica, RM2135).

### Semi-quantitative RT-PCR and quantitative RT-PCR (qRT-PCR)

To analyse the gene expression in soybean, total RNA was extracted with the Plant RNA Extract Kit (TianGen, Beijing, China) according to the manufacturer’s instructions. PCR amplification was performed with PrimeScript 1^st^ Strand cDNA Synthesis Kit (Takara). qRT-PCR was performed as described previously [78]. The *Gmtubulin* (GenBank no.AY907703) and *Gmactin* (GenBank no.XM_003531354) genes were used as reference genes for qRT-PCR and semi-quantitative RT-PCR, respectively. The primers used in this study were provided in Additional file 10.

### Extraction of endogenous free IAA, GA_3_, ABA and HPLC analysis

A total of 0.5 g fresh seeds at 7DAF from at least 10 individual lines of WT and *cco* were ground in liquid nitrogen, phytohormones were extracted in 10 milliliter cold 80% (v/v) methanol and 1% (w/v) polyvinylpyrrolidone was added as an antioxidant. After 24 h of incubation at 4°C, the samples were centrifuged for 15 min at 12,000 g at 4°C. The supernatant was retained, and the pellet was re-extracted with 10 ml of cold 80% (v/v) methanol and recentrifuged as indicated above. The supernatants were pooled. After evaporation under a N_2_ gas flow, the pH of the remaining water phase was adjusted to 3.0. IAA, GA_3_ and ABA purification was performed using acetyl acetate. The acetyl acetate was also evaporated under an N_2_ stream. The resulting dried precipitate was collected in 0.5 ml of 100% methanol, filtered through 0.45 μm filter membrane and submitted to HPLC (Shimadzu, Kyoto, Japan) analysis. HPLC analysis was performed using an Alltima C18 column (4.6 mm × 250 mm). The IAA and ABA concentration was determined at 254 nm, and the GA_3_ concentration was determined at 210 nm. Hormone measurements were conducted in triplicate and subjected to statistical analysis.

### IAA sensibility assay

WT and *cco* seeds were germinated in moistened vermiculite at 30°C. After 72 h, the seedlings were sprayed with 2.5 × 10^−3^ M 2,4-D solution (pH 6). The intact hypocotyls were then segregated from the seedlings and incubated in 10 ml of incubation medium in the absence or presence of 5 × 10^−5^ M and 2 × 10^−4^ M 2,4-D (pH 6) at 30°C with continuous shaking. At 0.5 and 1 h, the 1.2-cm sections obtained from the elongating region of the hypocotyls (0.5-1.7 cm below the cotyledons) were excised. The hypocotyl sections were rinsed in deionised distilled H_2_0 and immediately frozen in liquid N_2_. The sections were stored at −70°C until further use for RNA extraction.

### cDNA library construction for RNA-Seq and sequencing

Beads with oligo (dT) were used to isolate poly (A) mRNA after total RNA was collected. Fragmentation buffer was added to digest the mRNA to generate short fragments. These short fragments were used as templates, and random hexamer-primers were used to synthesise first-strand cDNA. Second-strand cDNA was synthesised in a reaction containing buffer, dNTPs, RNase H and DNA polymerase I. Short fragments were purified using the QIAquick PCR extraction kit (QIAGEN) and eluted in EB buffer for end preparation and poly (A) addition. Subsequently, the short fragments were ligated with sequencing adaptors. For PCR amplification, we selected suitable fragments to use as templates based on the results of agarose gel electrophoresis. The libraries were sequenced using the Illumina HiSeq™ 2000 system.

### Raw read filtering and mapping to the reference genome and genes sequences

Dirty raw reads were discarded via the following four steps: 1. reads with adaptors were removed; 2. reads with unknown nucleotides larger than 5% were removed; 3. reads with low quality (more than half of the base quality less than 5) were removed; 4. clean reads were obtained. Clean reads were mapped to the reference genome and genes sequences respectively using SOAPaligner/soap2. Mismatches with no more than m (m default is 5) bases were used in the alignment. All subsequent analyses were based on clean reads.

### Gene expression annotation

Gene coverage is the percentage of a gene covered by reads. This value equals the ratio of the number of bases in a gene covered by unique mapping reads to the number of total bases in that gene. The UniGene expression was calculated using the RPKM method (Reads Per kb per Million reads). The RPKM method eliminated the influence of different gene lengths and sequencing discrepancies on the gene expression calculations. Therefore, the calculated gene expression could be used to directly compare differences in gene expression between the samples. If there was more than one transcript for a gene, the longest transcript was used to calculate the expression level and coverage.

### Differentially expressed gene analysis

Using “The significance of digital gene expression profiles” [79], we identified differentially expressed genes between WT and the *cco* mutant based on the following criteria: (FDR) < 0.001 and |log_2_Ratio| ≥ 1.

### GO enrichment and KEGG pathway analysis

The differentially expressed genes were subjected to GO enrichment analysis. The analysis first mapped all DEGs to GO terms in the database (http://www.geneontology.org/), calculating gene numbers for every term, followed by the ultra-geometric test to identify significantly enriched GO terms in DEGs compared with the genome background. KEGG Pathway (http://www.genome.jp/kegg/pathway.html) enrichment analysis was used to identify significantly enriched metabolic or signal transduction pathways in DEGs compared with the whole genome background.

## Availability of supporting data

The RNA-seq data of this article have been deposited in the Gene Expression Omnibus (GEO) Database, with the following access number: GSE58354 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58354). Other supporting data are included as additional files.

## Electronic supplementary material

Additional file 1: **1093 differentially expressed genes between WT and** ***cco*** **.**

Additional file 2: **Semi-quantitative RT-PCR analysis of 15 selected genes. (A)** and **(B)**: semi-quantitative RT-PCR analysis of 15 selected genes in WT and *cco* pods at 7 DAF. **(C)**: semi-quantitative RT-PCR analysis of 4 of the 15 selected genes in WT and *cco* seeds at 7 and 15 DAF. 1: WT seeds at 7 DAF; 2: *cco* seeds at 7 DAF; 3: WT seeds at 15 DAF; 4: *cco* seeds at 15 DAF.

Additional file 3: **Differentially expressed genes in hormone biosynthesis and signal transduction pathways.**

Additional file 4: **Transcriptional changes in tryptophan metabolism.** Differentially expressed genes from RNA-Seq were mapped to the KEGG pathway database. The up-regulated genes in *cco* are boxed in green.

Additional file 5: **Transcriptional changes in zeatin biosynthesis.** The up-regulated and down-regulated genes in *cco* are boxed in green and red, respectively.

Additional file 6: **Transcriptional changes in diterpenoid biosynthesis.** The up-regulated and down-regulated genes in *cco* are boxed in green and red, respectively.

Additional file 7: **Transcriptional changes in carotenoid biosynthesis pathway.** The up-regulated and down-regulated genes in *cco* are boxed in green and red, respectively.

Additional file 8: **Transcriptional changes in cysteine and methionine metabolism pathway.** The up-regulated and down-regulated genes in *cco* are boxed in green and red, respectively.

Additional file 9: **Transcriptional changes in α-linolenic acid metabolism pathway.** The up-regulated and down-regulated genes in *cco* are boxed in green and red, respectively.

Additional file 10: **The list of primers used in this article.**

How the deposited data were processed for this re-analysis (not part of the article)

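RNA from pods at 7 DAF was sequenced in 1 library of WT and 1 library of *cco*, 2 libraries in all. The sample labels and the paper give the same genotype and time point for both.

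The authors removed low-quality reads, aligned the rest to the soybean genome and gene sequences with SOAPaligner/soap2, used the longest transcript of each gene, and deposited gene expression in RPKM. The release of the genome is not stated. The authors also deposited the coverage of each gene, as the percent of its bases covered by uniquely mapped reads. No read numbers are in the deposited tables. Genes without a read are absent from a table and were given an RPKM of 0. The gene length differed between the 2 tables for 9 genes, and the length in WT was used for them in the length bins and in the per-gene floors.

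Read numbers were recovered as RPKM times gene length times the library total. The total was computed from the genes that Additional file 1 lists with both reads and RPKM. The products were whole numbers for all genes, with a largest departure of 1.8e-04, and summed to the total itself, 43270765 in WT and 41136506 in *cco*. The depth per gene sets the precision. A gene with 0 reads in a library was given a floor of 3 reads, and the 95% exact (Clopper-Pearson) interval of each log2 ratio was computed from the 2 read numbers.

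The main test was fixed before the expression tables arrived, from the methods of the paper. It was the Audic-Claverie test, 2-sided by doubling the smaller tail, with Benjamini-Hochberg adjustment over 40680 genes. A DEG has an FDR under 0.001 and a log2 ratio of at least 1 in size. Fisher's exact test compared the directions of the hormone pathway DEGs with those of the other DEGs, and the DEGs of each chromosome with the rest. The chromosome was read from the identifier of the gene. No reference genome was among the files used here, so coordinates, sequences, GC content and annotation were not used.

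The alternatives were other normalizations, Fisher's exact test per gene, a negative binomial exact test with an assumed coefficient of variation of 0.1, 0.2 or 0.4, filters on low values, 0.1 or 1 added to the RPKM, and other thresholds. The packages edgeR and DESeq2, which the plan named for the normalizations and the negative binomial test, were not used for these results. The same kinds of calculation were written in Python on the recovered reads. The trimmed mean left out 30% of the ratios and 5% of the abundances at each end. The median of ratios was the median log2 RPKM ratio of the genes with reads in both libraries. The negative binomial test used a beta approximation for abundant genes. The upper tail without the observed count, a coefficient of variation taken from the spread of 8250 genes with at least 1000 reads in both libraries, and centring within 20 bins of gene length were added after the data had been seen.

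The scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data in which 200 genes were changed 4-fold. The changed genes were drawn only from those above a minimum expected number of reads in WT. With sampling of reads only, the Audic-Claverie test recovered 99.5% of the changed genes with 0 false calls. With a simulated coefficient of variation of 0.1, 0.2 and 0.4 it made 5, 650 and 7614 false calls. The negative binomial test, given the simulated coefficient of variation, made 0 false calls and recovered 97.5%, 39.5% and 0% of the changed genes.

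The genes named in the text were chosen by a rule set before the tables arrived. It takes every gene that the paper names by identifier, the genes without reads in 1 library and the 5 higher and 5 lower genes with the smallest p-values from each list of Additional file 3, the 5 largest increases and decreases among DEGs with at least 10 reads in both libraries, the 5 genes with the most reads in each library, and the 5 genes with the smallest p-values whose call differs from Additional file 1. The text gives a part of them. The hormone assays, the 2,4-D treatments, RT-PCR, and the GO and KEGG enrichment were left out, since their data are not in the files analysed here.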

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

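With an assumed coefficient of variation of 0.2, 49 DEGs remained, and 35 of these are neither named by the paper nor in its hormone pathway lists. They were flagged because they lie outside the genes that the paper discusses. Of the 35, 31 were higher and 4 were lower in *cco*. Among them, Glyma08g21380 fell from 3909 to 404 reads and Glyma14g01290 from 3056 to 503 reads, and Glyma18g02690 rose from 83 to 672 reads. Variation between libraries above the assumed value was the technical explanation weighed. For the typical gene it was not seen, since the spread of the 8250 genes with at least 1000 reads in both libraries (robust SD of the log2 ratio 0.208) gave a coefficient of variation of 0.0995. The variation of single genes can be larger and was not measured. In simulated counts with a coefficient of variation of 0.4, the test recovered 0% of the 4-fold changes, so an absence of DEGs at 0.4 carries no information. With 1 library per genotype, a larger variation of single genes remains as an explanation. Both predictions were written after the results had been seen.

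Coverage of a gene was deposited and is not discussed by the paper gene by gene. In 6 of the 8250 genes with at least 1000 reads in both libraries, coverage differed between WT and *cco* by at least 25 percentage points. The median difference over all 8250 genes was 0.675 points. Coverage was lower in *cco* for 4 of the 6 genes (largest difference -45.6 points) and higher for 2 (largest difference 42.34 points). None of the 6 was a DEG, and their largest log2 ratio was 0.47 in size. Sampling of reads was not tested, since the files hold no read positions, and it remains as an explanation. Scatter of coverage between the libraries would occur in both directions, and an exact binomial test of the directions gave p = 0.69, so this explanation remains, although 6 genes give the test little power. Reads shared between copies of a gene remain too, since the files used here held no reference sequence in which to look for copies. A structural difference in *cco* was not tested, and the pattern cannot be told apart from these technical explanations. These predictions were written after the differences had been seen.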

How the results depend on the processing

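The numbers of DEGs stayed within 1.5 times the main numbers with the trimmed mean or the median of ratios as normalization, with Fisher's exact test, and with both filters on low values. They did so with 0.1 added to the RPKM, and, among the alternatives chosen after seeing the data, with the upper tail without the observed count and with centring within length bins. The numbers of detected genes stayed within 1.5 times under both minimums. No chromosome had an excess of DEGs in the main fit or under its alternatives. No result reversed.

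The variation assumed between libraries changed the numbers most. With a coefficient of variation of 0.1 there were 485 DEGs, 402 up and 83 down, and 76 in the hormone lists. With 0.2 there were 49, 44 up and 5 down, and 13 in the lists. With 0.4 there were 0 in every group, 0 up, 0 down and 0 in the lists. A coefficient of variation of 0.0995, chosen after seeing the data from the spread of well covered genes, gave 487 DEGs, 403 up and 84 down, and 76 in the lists. These settings weigh the same read numbers against a wider expected spread, which the main test leaves out. In simulated counts the test recovered 97.5% of the 4-fold changes at 0.1, 39.5% at 0.2 and 0% at 0.4. The falls at 0.2 and 0.4 therefore include a loss of power. Genes with few expected reads in WT were not among the simulated changes. The median log2 ratios of the DEGs, 1.53 up and -1.32 down, were also smaller than a 4-fold change. A loss of power at 0.1 for such genes was not measured and remains possible. The spread of single genes cannot be measured with 1 library per genotype.

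Adding 1 to each RPKM left 264 DEGs, 223 up and 41 down, and 45 in the lists, since it shrinks the ratios of genes with a low RPKM. With these fewer DEGs, the odds ratio for the share of hormone pathway DEGs up in *cco* was 2.08 and no longer passed Fisher's exact test. A log2 ratio of at least 2 left 273 DEGs, 226 up and 47 down, and 48 in the lists. An FDR under 0.05 gave 1902 DEGs, 1291 up and 611 down. It cannot add to the lists beyond their 133 genes, which were drawn from the DEGs of the paper.

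For the 28 genes that the paper names, 140 rows were computed. Their settings were the trimmed mean, the median of ratios, 0.1 or 1 added to the RPKM, and a coefficient of variation of 0.2. The 8 genes that were not DEGs in the main fit gained no call in these rows. Outside them, the upper tail without the observed count, chosen after seeing the data, gave calls to Glyma10g06360 (FDR 9.1e-04) and Glyma19g43760 (FDR 9.0e-04). For the 20 genes that were DEGs, 61 of 100 rows kept the call and 39 lost it. With a coefficient of variation of 0.2, 19 of the 20 genes lost the call, and with 1 added to the RPKM 14 did. Depth limits the DEGs with few reads: 171 DEGs had fewer than 10 reads in 1 library.

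The packages edgeR and DESeq2 named in the plan were not used for these results. The same kinds of calculation were made in Python. The replicate block was not run because each genotype has 1 library.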

Differences from the paper's values

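No main value differed from the paper's by more than 1.5 times. Smaller differences follow. The main fit gave 1048 DEGs, 792 up and 256 down, and the paper's values are 1093, 837 and 256. With the upper tail of the test taken without the observed count, a setting chosen after seeing the values, the numbers were 1093, 837 and 256. At least 1 read was found for 39498 genes in WT and 39526 in *cco*, against the paper's 39499 and 39527. The fold change of Glyma14g39300 was 361.70, and the paper's value is 371.70. The gene had 0 reads in WT, so the value of 361.70 rests on the replacement of 0 by 0.001 and is not a measured ratio.

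The paper states that the *GH3* genes were all higher in *cco*, which may concern only those among its DEGs. The 2 identified *GH3* genes in its list of hormone signal transduction, Glyma02g13910 and Glyma02g17360, were both higher. The other 3 identified genes are not in that list. Of these 3, Glyma11g05510 had a log2 ratio of -0.16 (FDR 0.82, Audic-Claverie test), and Glyma12g11200 and Glyma12g11890 were under 2-fold. The paper states that an *AUX/IAA* gene was lower in *cco*, without its identifier. Those it identifies elsewhere, Glyma08g22190 and Glyma10g32340, had log2 ratios of 0.45 and 0.38. The text names Glyma11g11580 among the genes of Table 2, and its log2 ratio was 0.20. Table 2 and Figure 5 give Glyma11g00580 instead, with a log2 ratio of 3.00. Table 2 also lists Glyma19g43761, which is not in the files analysed here, and the primer list has Glyma19g43760, whose fold change was 4.56.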

Other observations

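More DEGs were up than down in *cco*, 792 against 256. Several technical explanations were tested. The main fit had 3.09 up DEGs per down DEG. After centring by the trimmed mean there were 2.67, and by the median of ratios 2.62. These 2 normalizations therefore lowered the excess and did not remove it. Among genes with at least 100 reads in both libraries the number was 3.21, so low read counts did not either. After centring within bins of gene length it was 3.24. The 5 most abundant genes took shares of reads that differed by 0.12 percentage points, so a few genes taking most of the reads did not explain it. A difference between the 2 libraries or pod samples, such as the mix of tissues or the stage of the pods, cannot be told apart from the genotype with 1 library per genotype. The paper reports slower embryo development in *cco*, so a difference in stage between pods of the same age is likely. Only the prediction on gene length was written before its result was seen.

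The log2 ratio rose with gene length. Genes with at least 100 reads were compared over 5 length bins of unequal size. The median was -0.057 in the shortest bin (2962 genes) and 0.048 in the longest (6604 genes), a difference of 0.105. The rise over the bins was steady. The difference was observed and not tested further. With 1 library per genotype, a gene length bias of library preparation cannot be told apart from a difference between the samples. The prediction was written after the medians had been seen, and no biological explanation was tested.

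DEGs lay next to each other in the order of their identifiers more often than random placement gave. There were 45 neighbouring pairs with the same direction, against a mean of 17.2 over 100000 random placements within chromosomes (permutation p = 1e-05, the smallest that 100000 draws can give). Pairs with opposite directions numbered 9, against a mean of 10.2. The hypothesis that neighbouring genes may be regulated together in *cco* was not tested. Reads shared between neighbouring copies remain as an explanation, since the files used here held no reference sequence to compare. The number of pairs had been seen before the prediction was written.

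The mutant came from mutagenesis that included gamma rays, so a deletion of several neighbouring genes was looked for as an explanation of DEGs on single chromosomes. The longest run of neighbouring genes with at least 10 reads in WT and none in *cco* was 1 gene, out of 26 such genes, so no deletion of several expressed genes was detected at this depth. Genes not expressed in 7 DAF pods cannot be assessed in this way. A deleted gene that kept reads shared with a copy elsewhere would also be missed. None of the 40 tests of up and down DEGs per chromosome passed the Benjamini-Hochberg adjustment (smallest adjusted value 0.26). The prediction was written after the genes without reads had been seen.

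The share of up-regulated genes was higher among the hormone pathway DEGs than among the others. Low read counts were tested as an explanation with the DEGs that had at least 10 reads in both libraries, and the difference remained (Fisher's exact p = 4.9e-04). Other DEGs matched in mean RPKM were also drawn, and they gave a mean of 92.5 up-regulated genes against the observed 109 (permutation p = 1.0e-04). The listed DEGs were not less abundant than the others, with a median of the mean RPKM of 1.43 against 1.37, and the matched share of 74.0% was that of all other DEGs. The matching therefore had little difference to remove. These values argue against a lower abundance of the listed DEGs as the explanation. With 1 added to each RPKM the odds ratio was 2.08 and the difference did not pass the test (Fisher's exact p = 0.26). Only 45 listed DEGs remained at that setting, against 125 in the main fit, so the test had less power. Both predictions were written before these results were seen. The other DEGs include genes outside the paper's KEGG analysis, so an effect of having a KEGG annotation was not separated. Genes of a pathway are not independent, and with 1 library per genotype the difference cannot be told apart from one between the pod samples.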
